A study of Caenorhabditis elegans with 15 samples. Its data were reported in "Trauma-induced regulation of VHP-1 modulates the cellular response to mechanical stress" (2021).

How the data were processed

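RNA from whole CF512 worms was measured on the Affymetrix C. elegans Genome Array, 15 arrays in 5 groups of 3 biological replicates, which were assigned from the sample labels. The replicates are described as biological, so p-values measure the spread between worm samples prepared separately.

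The values used are the linear intensity of each probe set as deposited by the authors in 1 table for the whole series, with 1 decimal and a range of 0.0 to 17261.1. The submitters' processing notes name GCRMA, and the paper's methods describe a GC-RMA procedure with quantile normalization. The deposited values do not have the form that procedure gives. They are linear, their 2% trimmed mean was 200.04 to 200.05 on every array, and their medians (25.0 to 31.9) and maxima (10006.5 to 17261.1) differed between arrays, as target scaling of MAS5-type signals gives. They were therefore treated as scaled linear signals and were not normalized again for the main results. Detection calls were not used here. Such scaling divides each array by a factor set mainly by bright probe sets, so a shift in the many dim probe sets is left in place, and a rise in a few abundant transcripts lowers the others slightly.

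The 77 control probe sets were left out of the tests, which leaves 22548. The 2 values at 0 were set to 0.1, and log2 was taken. Between 35.2% and 43.5% of the probe sets of an array had a signal below 16, where background sets much of the value. Probe sets were named from the array's annotation, with symbols updated through gene IDs to a current gene table. 20766 had 1 symbol, of which 20701 were matched to the table and 65 kept the older name, 887 had several genes and 895 had none. No gene was named from a probe set with several. These cover 17118 genes, 2981 of them with over 1 probe set, and a gene was represented by its probe set with the highest mean over all arrays. The text says where another probe set of a called gene did not pass.

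Each comparison was tested with limma 3.58.1 in R 4.3.3, by lmFit with 1 mean per group over all 15 arrays and eBayes with an intensity trend, two-sided, with Benjamini-Hochberg adjustment over all 22548 probe sets and a threshold of 0.05. All groups share 1 estimate of spread per probe set because 3 arrays against 3 leave few residual degrees of freedom. The 6 comparisons were injury on day 1, injury on day 4, 4x injury on day 4, 4x against single injury, age in uninjured worms, and the interaction of age and injury. The study's methods name an unpaired test per age with thresholds of 0.05 and 2-fold. This was run as an alternative and is called the methods' t-test. It used the log2 of the deposited signals rather than the GC-RMA values those methods describe. Its counts, real or simulated, therefore do not measure the reliability of the study's own lists.

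The 29 gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, on 1 probe set per gene, two-sided, with adjustment over the lists within a comparison, and again with the correlation estimated from the data. They covered heat shock, the endoplasmic reticulum and mitochondrial unfolded protein responses, oxidative stress and SKN-1 targets, heavy metals, osmotic stress, hypoxia, DAF-16 targets, epidermal antimicrobial peptides, lysozymes with saposins and infection response, C-type lectins, the intracellular pathogen response, JNK, p38 and AP-1 signalling, bZIP factors, nuclear hormone receptors, cytochromes P450, UDP-glucuronosyltransferases, collagens, chemoreceptors, intraflagellar transport and cilia, the proteasome, ribosomal proteins, markers of neurons, dopaminergic neurons, muscle, intestine, germline and sperm, and the genes discussed in the study. The cilia list was written after a term that the study found enriched in these samples, and several genes of the last were picked by the study on them. Some of these picked genes sit in other lists too, such as kreg-1 (heavy metals), zip-5 and zip-10 (bZIP) and vhp-1 (JNK, p38 and AP-1). The study also related its enriched terms to heavy metal stress, oxidative stress and immune activation, themes of other lists here. The bZIP list wrongly held pqm-1, a zinc finger gene, and was also tested without it, an alternative added after the data were seen. Some genes belong to several lists; fos-1 and jun-1, for example, are counted in the bZIP, the AP-1 and the study lists.

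The comparisons, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule took genes with 1 symbol. For each of the 3 injury comparisons it took the 10 largest increases and 5 largest decreases among those past the threshold, with no overlap between the arrays of the 2 groups and a mean of at least 6 in the brighter group. It also took up to 3 members of each list with the smallest adjusted p, and in every comparison all genes discussed in the study. For the other comparisons it took the 5 largest changes each way. Other genes are marked as chosen after their values were seen.

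Alternatives were quantile normalization on top of the deposited scaling, a shift of each array to the same median, a filter keeping probe sets above 6 on at least 3 arrays, an offset of 16 before log2, a variance prior without trend, array weights, a fit to only the groups compared, the replicate number as a block, 1 probe set per gene, the methods' t-test, the estimated correlation, and leaving out each array in turn. Simulated unchanged groups gave the correlation that shared control arrays produce. Refits for regrouped samples were limited to 100. On simulated data for day 1 injury over 22548 probe sets, the test recovered 44 of 50 changes of 1 and 50 of 50 changes of 2 (log2) among probe sets with a mean above 6, and 6 and 14 of 50 below that, with 5 false calls; the methods' t-test made 381 false calls. The list test found the 1 shifted list and called 0 of the 28 others. The simulated genes varied independently of each other. This therefore gives no rate of false list calls where the genes of a list vary together. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and plots.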

Results

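Whole worms of the sterile strain CF512, which carries rrf-3 and fem-1 mutations, were profiled on 15 Affymetrix C. elegans Genome arrays. The arrays fell into 5 groups of 3 biological replicates: uninjured and injured worms on day 1 of adulthood, and uninjured, injured and 4x injured worms on day 4. Injury was 20 s of shaking at the highest setting of a bead homogenizer in M9 buffer, uninjured worms were kept in the buffer alone, and RNA was taken 1 h later. The labels mark the fifth group as injured 4x without a schedule of the repeats. Array medians ran from 25.0 to 31.9 signal units, and the 2% trimmed mean was 200.04 to 200.05 on every array. Of 22548 worm probe sets, 8894 had a mean above 6 on the log2 scale. The median SD within groups was 0.21 for probe sets between 6 and 8, and 0.99 for those between 2 and 4. Replicates correlated at r = 0.979 to 0.990 across the brighter probe sets, and at most 1.06% of their values were identical. The actin 3' over 5' ratio, a measure of RNA integrity, was 2.93 to 3.18 on day 1, 2.49 to 4.22 in day 4 uninjured worms, 3.32 to 4.13 after the single injury and 2.60 to 3.07 after 4x injury. Levels below are log2 signal as mean ± SD (n = 3), changes are log2 differences with their SE, and only the number of arrays sets the precision. Values in brackets for an array left out are adjusted p. Below 4 on the log2 scale background sets much of the value, so the size of a change from or to such a level is uncertain, and the change after an offset of 16 is given for some of them.

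The first comparison asked which transcripts differed 1 h after blunt force trauma in day 1 adults. Among genes with a brighter group mean of at least 6, cyp-13A5, a cytochrome P450 gene, rose most (5.76, SE 0.37, adjusted p = 1.2e-08, 3.28 with the offset). Uninjured, it was within background at 1.66 ± 0.57 (injured 7.42 ± 0.58), so its rank is uncertain. The dimmer F08G2.5, chosen after its values were seen, rose by 5.83 from -0.09, near the floor. kreg-1, named as a gene regulated by the KGB-1 kinase, rose from 4.95 ± 0.61 to 9.03 ± 0.34 (4.08, SE 0.23, adjusted p = 2.3e-09). C49G7.10 rose from 6.15 ± 0.33 to 10.01 ± 0.34, and K09D9.1 rose from 4.55 ± 0.36 to 9.37 ± 0.48. The genes srr-2, srr-6, C06B3.7, C37C3.10, W09G12.7 and cnc-7 rose by between 3.73 (cnc-7) and 4.81 (srr-2). For these 10 genes the rule of choice excluded overlap between arrays. The 5 largest decreases were smaller, led by F32H5.3 (-2.12, SE 0.30) and nspe-1 (-1.95, SE 0.27). elt-3, which encodes an epidermal GATA transcription factor, fell from 6.97 ± 0.06 to 5.79 ± 0.20 (adjusted p = 0.0015). The others were ugt-63, a UDP-glucuronosyltransferase gene (-1.15), and F37B12.1 (-0.87). In all, 303 probe sets were higher and 14 lower in injured worms, 206 and 9 of them by at least 2-fold, and 95.6% of the calls were increases. The count of decreases was 7 without day 1 uninjured replicate 1, 8 without day 1 uninjured replicate 2 and 28 without day 1 injured replicate 3. F37B12.1 did not pass without 10 of the 15 arrays taken 1 at a time, at most at adjusted p = 0.20 without day 1 uninjured replicate 2.

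Epidermal antimicrobial peptides, small secreted peptides induced by wounding and fungal infection, had the lowest list p on day 1 apart from the genes taken from the study. Of 18 measured members, 9 rose and none fell, 10 rose when adjusted over the list alone, and the median change was 1.45 (camera adjusted p = 7.4e-26, and adjusted p = 0.0018 with an estimated correlation). cnc-7 rose from 5.32 ± 0.52 to 9.05 ± 0.16, nlp-30 from 5.09 ± 0.31 to 7.96 ± 0.34 and nlp-31 from 6.17 ± 0.40 to 8.96 ± 0.11. In the bZIP list of 27 genes, which as fixed includes pqm-1 although that gene encodes a zinc finger factor, 7 rose, and adjusted over the list alone 7 rose and 1 fell, at adjusted p = 3.8e-05 for the list (adjusted p = 0.053 with an estimated correlation). zip-10 (2.18, SE 0.16) and zip-5 (1.87, SE 0.19) were among them, and pqm-1 rose by 1.5 (SE 0.16). With pqm-1 left out, a change made after the data were seen, 6 of 26 rose, and 6 rose and 1 fell adjusted over the list alone (list adjusted p = 0.00091, and adjusted p = 0.082 with an estimated correlation). Of 27 genes in the JNK, p38 and AP-1 list, 4 rose, or 5 adjusted over the list alone, at adjusted p = 0.00096 for the list (adjusted p = 0.068 with an estimated correlation). These were vhp-1, fos-1, jun-1 and svh-2, with svh-2 at 0.67 (SE 0.13). In the heavy metal list 3 of 18 genes rose, kreg-1, pgp-1 (2.00, SE 0.30) and ttm-1 (0.65, SE 0.16), both over all probe sets and adjusted over the list alone (list adjusted p = 0.0075, and adjusted p = 0.10 with an estimated correlation). Among 12 DAF-16 targets, pqm-1 and icl-1 (0.59, SE 0.13) rose, 3 adjusted over the list alone, and the list p was 0.049 (adjusted p = 0.37 with an estimated correlation). None of 22 muscle markers and none of 38 sperm markers passed limma's test alone, although their lists passed at 0.0075 and at an adjusted p that rounds to 0.05, with medians of 0.19 and 0.30 (adjusted p = 0.37 for each with an estimated correlation). Only 2 of the 38 sperm markers had a mean above 6. Another probe set of svh-2 changed by -0.04 (adjusted p = 1.0), and the 2 others of ttm-1 did not pass. Leaving out 1 array ended, at the adjusted p given, the calls of svh-2 (0.057 without day 1 uninjured replicate 2), ttm-1 (0.29 without day 1 injured replicate 1, and 9 other arrays) and icl-1 (0.19 without day 1 uninjured replicate 1, and 3 other arrays), and of the lists of DAF-16 targets (0.35 without day 1 injured replicate 3, and 7 other arrays), muscle markers (0.19 without day 1 uninjured replicate 3 and 0.17 without day 1 injured replicate 2) and sperm markers (0.23 without day 1 injured replicate 1, and 8 other arrays).

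Several of the genes that the study discusses, such as lys-3 and kreg-1, were picked by it for their response to injury in these samples, so their direction is not independent evidence. Others, such as kgb-1 and math-33, entered it by other routes. Of the 15 with a probe set of their own, 12 rose on day 1, and 14 adjusted over the list alone (list adjusted p = 9.3e-40, and adjusted p = 0.0010 with an estimated correlation). vhp-1, which encodes a MAPK phosphatase, rose from 6.80 ± 0.27 to 7.90 ± 0.23 (2.14-fold, adjusted p = 0.00062), and its other probe set changed by 1.28. The AP-1 subunit genes jun-1 and fos-1 rose by 0.74 (SE 0.15) and 0.81 (SE 0.15). irg-2, an infection response gene, rose by 3.21 (SE 0.28), and the lysozyme gene lys-3 by 2.36 (SE 0.31). C10C5.5 (3.01, from a level within background, and 0.87 with the offset), ugt-8 (1.55) and tyr-1 (1.52) rose as well. The kinase gene kgb-1 went from 5.72 ± 0.22 to 6.30 ± 0.40 (adjusted p = 0.44), the small heat shock protein gene hsp-16.2 from 7.25 ± 0.31 to 7.88 ± 0.48 (adjusted p = 0.40), and math-33, a deubiquitinase gene, from 8.34 ± 0.08 to 8.27 ± 0.11 (adjusted p = 0.99). These 3 did not pass the test. The other fos-1 probe set changed by 0.97 (adjusted p = 0.085). Single omissions ended the calls of jun-1 (0.088 without day 1 uninjured replicate 1 and 0.052 without day 1 injured replicate 2) and ugt-8 (0.17 without day 1 injured replicate 2, and 4 other arrays).

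**Figure D1:**
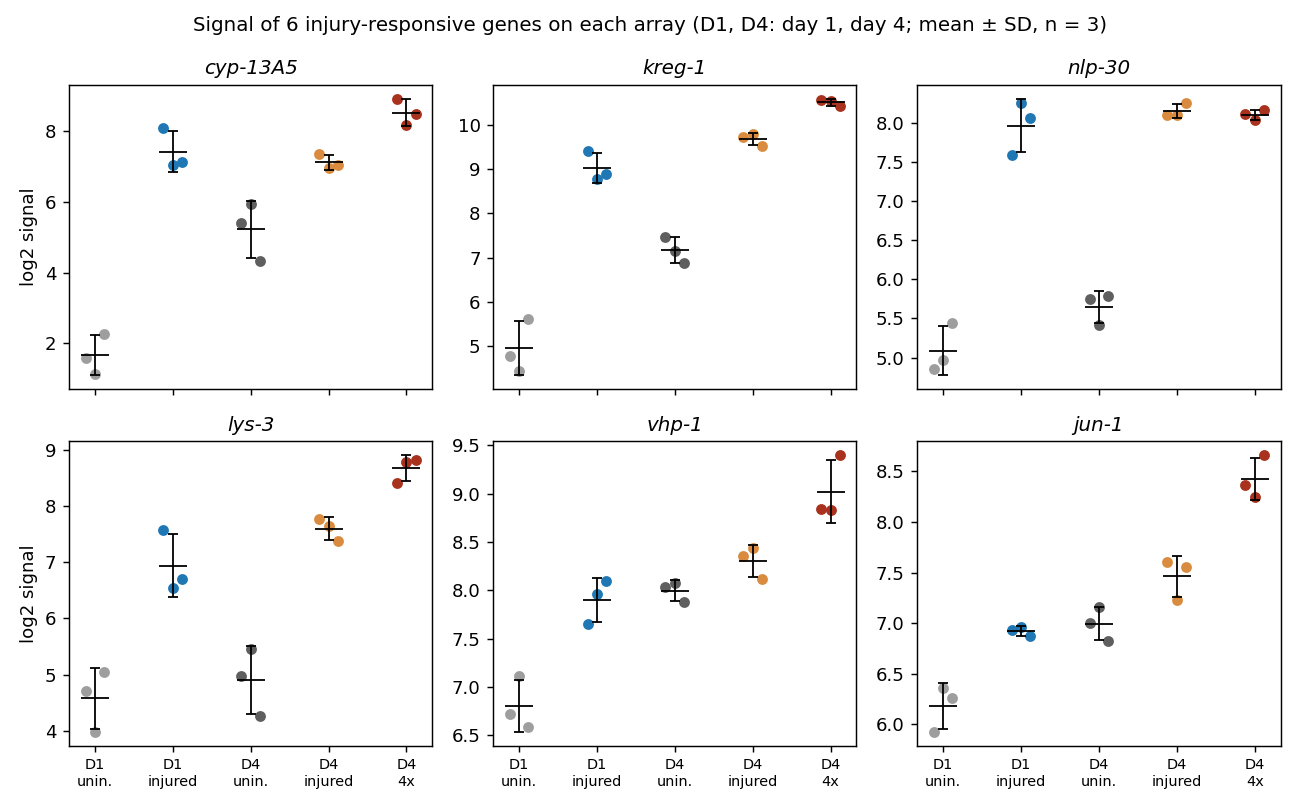
Log2 signal (y axis) of cyp-13A5, kreg-1, nlp-30, lys-3, vhp-1 and jun-1 on each of the 15 arrays, by group (x axis); points are arrays and bars show the mean ± SD of the 3 replicates. cyp-13A5 lay at 1.66 in day 1 uninjured worms and 5.22 in day 4 uninjured worms, against 7.42 and 7.11 after injury on the same days.

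The same injury was then examined in day 4 adults. C45B2.2 rose from 2.21 ± 1.33 to 6.26 ± 0.35 (4.05, SE 0.47, adjusted p = 7.4e-05), and C45B2.8 from 2.11 ± 1.22 to 6.14 ± 0.14, both from levels within background, with changes of 2.11 and 2.04 under the offset. K09D9.1 rose from 6.19 ± 0.61 to 9.36 ± 0.24 and lys-3 from 4.90 ± 0.60 to 7.60 ± 0.21. nlp-26, C06B3.7, Y41G9A.5, W06H8.2, F53F1.6 and F13A7.11 rose by between 2.65 (F13A7.11) and 3.03 (nlp-26). For these 10 genes too, the rule excluded overlap. elt-3 and ugt-63 fell on this day too, by -1.04 (SE 0.19) and -0.97 (SE 0.22), and F45D3.3, T14B1.1 and ZK512.7 fell by between -1.14 and -0.96. Epidermal antimicrobial peptides rose in 9 of 18 members, and 9 adjusted over the list alone, with a median of 1.13 (list adjusted p = 1.6e-19, and adjusted p = 0.0094 with an estimated correlation). Examples were nlp-30 (2.50, SE 0.18), nlp-29 (1.60, SE 0.21) and cnc-2 (1.77, SE 0.25). In the bZIP list zip-5 (1.42) and zip-10 (0.91) rose, as did the zinc finger gene pqm-1 (1.09), and adjusted over the list alone 6 rose and 2 fell (list adjusted p = 0.020, and adjusted p = 0.32 with an estimated correlation). The list call ended with pqm-1 left out (2 of 26 higher, 5 higher and 1 lower adjusted over the list alone, list adjusted p = 0.090). Other probe sets of T14B1.1 and ZK512.7 did not pass. When 1 array was left out, the calls ended for W06H8.2 (0.055 without day 4 injured replicate 3), elt-3 (0.054 without day 4 injured replicate 3), ugt-63 (0.17 without day 4 injured replicate 3, and 11 other arrays), T14B1.1 (0.14 without day 4 injured replicate 3, and 10 other arrays) and ZK512.7 (0.051 without day 4 uninjured replicate 1), and for the bZIP list (0.14 without day 4 uninjured replicate 3).

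Among 128 collagen genes, the median change after day 4 injury was -0.42, and the 2 members past the test, col-143 (-0.66, SE 0.14) and col-125 (-0.54, SE 0.11), were lower, 4 adjusted over the list alone (list adjusted p = 0.00065, and adjusted p = 0.61 with an estimated correlation). No heat shock gene of 9 and no muscle marker of 22 passed limma's test alone, 1 and none adjusted over the list alone, while each list passed at adjusted p = 0.020 with medians of 0.08 and 0.14 (adjusted p = 0.32 and adjusted p = 0.81 with an estimated correlation). Of the 15 genes of the study, 7 rose on day 4, or 10 adjusted over the list alone (list adjusted p = 1.6e-19, and adjusted p = 0.0094 with an estimated correlation). kreg-1 rose by 2.51 (SE 0.23), cyp-13A5 by 1.89 (SE 0.37) and irg-2 by 1.77 (SE 0.28). vhp-1 was 8.00 ± 0.11 in uninjured and 8.31 ± 0.17 in injured worms (adjusted p = 0.53), and its dimmer probe set changed by 0.81 (adjusted p = 0.026). jun-1 (0.47, adjusted p = 0.21), fos-1 (0.52, adjusted p = 0.15) and tyr-1 (0.90, adjusted p = 0.051) did not pass. Over all probe sets, 151 were higher and 29 lower, 97 and 12 of them by at least 2-fold. With each array shifted to the same median the split was 340 higher and 19 lower. Without day 4 injured replicate 1 the increases numbered 98, and without day 4 uninjured replicate 2 the decreases numbered 16. Calls that ended without 1 array were those of col-143 (0.12 without day 4 injured replicate 3, and 3 other arrays), col-125 (0.13 without day 4 uninjured replicate 2, and 3 other arrays) and cyp-13A5 (0.076 without day 4 uninjured replicate 3 and 0.073 without day 4 injured replicate 1), and of the heat shock list (0.17 without day 4 uninjured replicate 1, and 2 other arrays) and muscle marker list (0.19 without day 4 uninjured replicate 3, and 2 other arrays).

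The size of the response was compared between the ages by the interaction of age and injury. By limma, the signed change on day 4 was above that on day 1 for no probe set and below it for 10, where 407 and 1250 passed an unadjusted p of 0.05. In 1 of the 10, chosen after its values were seen and without a single gene symbol, the change was 0.38 on day 1 and -1.22 on day 4, so it was not a smaller response. cyp-13A5 changed by 5.76 on day 1 and 1.89 on day 4 (difference -3.86, SE 0.52, adjusted p = 0.0079). Its day 1 uninjured level was within background, and with the offset the difference was -1.78 and did not pass (adjusted p = 0.17). The antimicrobial peptide gene cnc-7 changed by 3.73 and 1.14 (difference -2.58, SE 0.36, adjusted p = 0.010). C37C3.10 (-3.37), Y47H10A.5 (-2.24) and clc-12 (-1.87), a claudin-like gene, differed in the same direction. With the offset C37C3.10 passed (-2.24, adjusted p = 0.0061), whereas cnc-7 (-2.17, adjusted p = 0.057), Y47H10A.5 and clc-12 (adjusted p = 0.17 for each) did not. The difference for vhp-1 was -0.78 (SE 0.23, adjusted p = 0.44) and that for kreg-1 -1.56 (SE 0.32, adjusted p = 0.10), so neither was shown to differ between ages. Epidermal antimicrobial peptides had a median difference of -0.44 with 2 of 18 members lower, 6 lower and 1 higher adjusted over the list alone (list adjusted p = 0.0037, and adjusted p = 0.38 with an estimated correlation). The 15 study genes had a median of -0.58 with 1 lower, 6 adjusted over the list alone (list adjusted p = 3.0e-08, and adjusted p = 0.28 with an estimated correlation), but this is not independent either, since a choice on the day 1 change biases the difference downward. Collagens and sperm markers passed as lists with medians of -0.56 and -0.66 (adjusted p = 0.00047 and 0.011, and 0.38 for each with an estimated correlation). None of the 128 or 38 passed limma's test, alone or adjusted over the list. The sperm call ended without day 4 injured replicate 2 (0.12) or 3 (0.055) or day 1 injured replicate 1 (0.070). Only 2 of the 38 had a mean above 6, so it may reflect background. The count of negative differences ran from 2 without day 4 uninjured replicate 2 to 28 without day 1 uninjured replicate 3. It was 4 without day 4 injured replicate 2, and 6 without day 1 injured replicate 2, day 4 injured replicate 3, or 4x replicate 2 or 3. The count of positive differences was 2 without day 1 uninjured replicate 3, day 1 injured replicate 3 or day 4 uninjured replicate 1, and 1 without day 4 injured replicate 3. Of the genes named here, omission of 1 array ended the calls of cnc-7 (0.050 without day 4 uninjured replicate 2), C37C3.10 (0.13 without day 1 injured replicate 2, and 12 other arrays), Y47H10A.5 (0.11 without day 4 injured replicate 3, and 7 other arrays) and clc-12 (0.14 without day 4 injured replicate 2, and 11 other arrays). The other cnc-7 probe set differed by -1.95 (adjusted p = 0.090).

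The 206 probe sets at least 2-fold higher on day 1 had a median change of 1.64 on that day and 0.90 on day 4. On day 4, 194 of them (94.2%) were above 0, 90 were higher by the test and 72 were higher by at least 2-fold. In uninjured worms their median level was 1.12 higher on day 4 than on day 1, 132 rose with age and 1 fell, while in injured worms the median difference between the ages was 0.19. Choosing probe sets on 2 arrays of each day 1 group and measuring on the third gave, over 9 choices, a median held-out day 1 change of 1.59 (range 1.18 to 1.82) against 0.96 on day 4 (0.87 to 1.07). The reverse choice, of the 97 probe sets at least 2-fold higher on day 4, gave medians of 1.56 on day 4 and 1.67 on day 1. Held out in the same way over 9 choices, their day 4 median was 1.52 (range 1.24 to 1.89) against 1.87 on day 1, lower by 0.03 to 0.63. The day 1 and day 4 changes correlated at r = 0.06 across all probe sets, 0.60 across those with a mean above 6 and 0.52 across the 381 called on either day, and probe sets are not independent replicates. The last value was 0.33 without day 4 uninjured replicate 1. The lists shared 112 increases, against 2.03 for independent lists. Quantile normalization and a shift to equal medians moved the median of all probe sets by -0.11 on day 1, 0.17 on day 4, -0.25 and -0.24 with age, and 0.29 and 0.28 in the interaction. As deposited, probe sets with a mean of at most 4 had a median change of 0.16 on day 1, -0.34 on day 4 and 0.51 with age, where those above 6 had -0.01, -0.01 and 0.04.

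**Figure D2:**
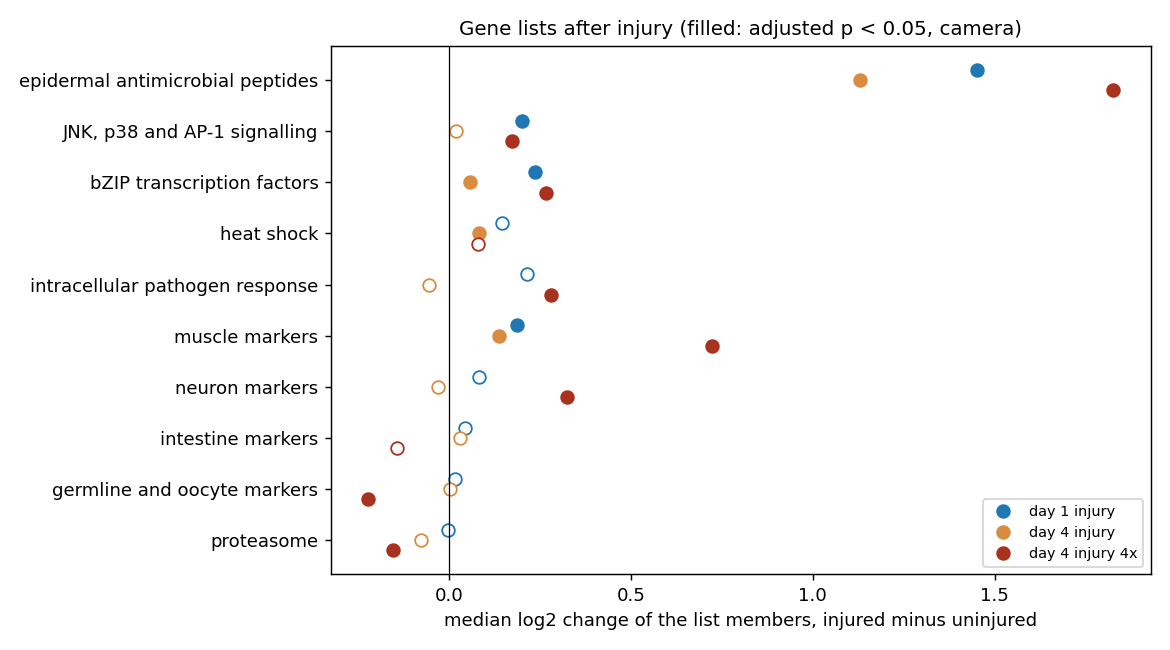
Median log2 change (x axis) of the members of 10 gene lists (y axis) in injured minus uninjured worms on day 1, on day 4, and after 4x injury on day 4; filled points passed the camera test. Epidermal antimicrobial peptides had medians of 1.45, 1.13 and 1.83, and muscle markers 0.19, 0.14 and 0.72.

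After 4x injury on day 4, many more transcripts differed from uninjured worms. C45B2.2 rose from 2.21 ± 1.33 to 7.66 ± 0.29 (5.44, SE 0.47, adjusted p = 4.1e-07, and 3.34 with the offset) and lys-3 from 4.90 ± 0.60 to 8.67 ± 0.23 (3.77, SE 0.31, adjusted p = 2.4e-07). trx-3, a thioredoxin gene, rose from 3.92 ± 0.67 to 7.88 ± 0.02, and kreg-1 from 7.17 ± 0.29 to 10.51 ± 0.08. C45B2.8, K09D9.1, srr-6, W09G12.7, C06B3.7 and F13A7.11 rose by between 3.41 (F13A7.11) and 4.41 (C45B2.8). ilys-5, an invertebrate-type lysozyme gene, fell from 10.66 ± 0.27 to 8.50 ± 0.29, and C30G12.2 from 7.72 ± 0.28 to 4.90 ± 0.01. dhs-26 (-2.47), the lectin gene clec-60 (-1.95) and icmt-1 (-1.89) fell as well. In total 1300 probe sets were higher and 555 lower, 627 and 151 of them by at least 2-fold. After quantile normalization the split was 1199 and 801. Without 4x replicate 3 the counts were 826 higher and 204 lower, and without day 4 uninjured replicate 3 the decreases numbered 244. The hybridization control bioB read 179 to 186 on the 4x arrays, 196.5 to 312 on the day 4 uninjured arrays and 233 to 259 after the single injury. Its bearing on the counts was not tested. The calls of dhs-26 (0.053 without day 4 uninjured replicate 1) and icmt-1 (0.21 without day 4 uninjured replicate 3, and 7 other arrays) ended without 1 array.

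Muscle markers were raised after 4x injury: 14 of 22 rose, 17 adjusted over the list alone, with a median of 0.72 (list adjusted p = 9.0e-16, and adjusted p = 0.018 with an estimated correlation). mup-2, a troponin T gene, rose from 7.60 ± 0.30 to 9.00 ± 0.22, the troponin I gene tni-3 from 5.52 ± 0.20 to 6.85 ± 0.23 and unc-87, which encodes a thin filament protein, from 9.19 ± 0.06 to 10.10 ± 0.09. Of 18 neuron markers 3 rose, both over all probe sets and adjusted over the list alone, the syntaxin gene unc-64 (1.2), ric-4 (0.83) and unc-119 (0.62), at a list p of 0.00098 (adjusted p = 0.049 with an estimated correlation). Of 28 germline and oocyte markers 5 fell, 11 adjusted over the list alone, including fbf-2 (-0.45), chs-1 (-0.36) and cey-3 (-0.37), with a median of -0.22 (list adjusted p = 1.2e-05, and adjusted p = 0.18 with an estimated correlation). Intestine markers went both ways, with act-5 (1.56) and ifb-2 (1.01) higher and the protease gene cpr-1 (-1.24) lower, and their list did not pass (adjusted p = 0.77). Second probe sets of tni-3 (1.44, adjusted p = 0.13), ric-4 (0.68, adjusted p = 0.11) and fbf-2 (-0.48, adjusted p = 0.32) did not pass. Array omissions ended the calls of ric-4 (0.14 without 4x replicate 3, and 2 other arrays), unc-119 (0.11 without day 4 uninjured replicate 3, and 4 other arrays), fbf-2 (0.061 without 4x replicate 3), chs-1 (0.097 without 4x replicate 3) and cey-3 (0.13 without day 4 uninjured replicate 3, and 2 other arrays).

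Some stress and defense lists passed after 4x injury, whereas those for heat shock (adjusted p = 0.076), heavy metals (0.13), osmotic stress (0.38), oxidative stress (0.44), DAF-16 targets (0.83), C-type lectins (0.37) and the endoplasmic reticulum (0.54) and mitochondrial (0.42) unfolded protein responses did not. Epidermal antimicrobial peptides rose in 11 of 18 members, 12 adjusted over the list alone, with a median of 1.83 (list adjusted p = 5.2e-18, and adjusted p = 0.013 with an estimated correlation). cnc-2 (2.58, SE 0.25), nlp-30 (2.45, SE 0.18) and cnc-4 (2.16, SE 0.22) led them. In the JNK, p38 and AP-1 list 10 of 27 rose, 12 adjusted over the list alone (list adjusted p = 6.2e-06, and adjusted p = 0.018 with an estimated correlation), among them tir-1, an adaptor gene upstream of p38 (1.56, SE 0.17), jun-1 (1.43, SE 0.15), fos-1 (1.21, SE 0.15), vhp-1 (1.03, SE 0.16) and kgb-1 (0.82, SE 0.23). In the bZIP list 8 of 27 rose, both over all probe sets and adjusted over the list alone (list adjusted p = 6.0e-06, and adjusted p = 0.021 with an estimated correlation), among them zip-5 (2.23), zip-10 (1.68) and pqm-1 (1.85). With pqm-1 left out 7 of 26 rose on either basis (list adjusted p = 5.3e-05, and adjusted p = 0.034 with an estimated correlation). The intracellular pathogen response rose in 5 of 27 genes, 7 adjusted over the list alone, including the ubiquitin ligase component genes skr-3 (1.31), cul-6 (0.90) and skr-5 (1.41) (list adjusted p = 0.0066, and adjusted p = 0.26 with an estimated correlation). Of 10 hypoxia genes rhy-1 (1.65) and cysl-2 (0.96) rose, 3 adjusted over the list alone (list adjusted p = 0.049, and adjusted p = 0.26 with an estimated correlation). Lysozymes, saposins and infection response genes went both ways, 7 higher and 5 lower of 40, or 11 and 7 adjusted over the list alone (list adjusted p = 0.049, and adjusted p = 0.32 with an estimated correlation). Of the 15 study genes 12 rose, while adjusted over the list alone 12 rose and 1 fell (list adjusted p = 8.7e-18, and adjusted p = 0.013 with an estimated correlation). Without single arrays the calls ended for kgb-1 (0.14 without day 4 uninjured replicate 3, and 3 other arrays) and cysl-2 (0.057 without 4x replicate 3), and for the hypoxia list (0.17 without day 4 uninjured replicate 1, and 5 other arrays) and lysozyme list (0.19 without 4x replicate 3, and 8 other arrays).

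The other lists past the test after 4x injury had smaller or mixed changes. Of 64 UDP-glucuronosyltransferases 7 rose and 2 fell, 9 and 2 adjusted over the list alone, with ugt-44 (0.89) and ugt-19 (1.34) higher and ugt-63 (-1.05) lower (list adjusted p = 0.037, and adjusted p = 0.32 with an estimated correlation). Of 1275 chemoreceptor genes 19 were lower, such as srh-47 (-4.18, within background in both groups, and -0.53 with the offset), and srr-6 and srr-4 (2.06) were higher, or 3 and 2 adjusted over the list alone (list adjusted p = 0.0020, and adjusted p = 0.26 with an estimated correlation). The direction of the chemoreceptor list turned when dim probe sets were filtered out. The proteasome list had a median of -0.16 with 1 of 33 members, rpn-6.1 (-0.33), lower and none adjusted over the list alone (list adjusted p = 0.0019, and adjusted p = 0.33 with an estimated correlation). The list of 75 ribosomal proteins had a median of -0.15 (list adjusted p = 0.0032, and adjusted p = 0.65 with an estimated correlation), although the 2 members past the test, rpl-23A.1 (0.41) and rpl-11.2 (0.34), were higher, none adjusted over the list alone. The direction of the ribosomal list turned after quantile normalization. A further rpl-11.2 probe set did not pass (0.21, adjusted p = 0.29). Leaving out arrays singly ended the calls of rpn-6.1 (0.20 without 4x replicate 3, and 7 other arrays), rpl-23A.1 (0.099 without 4x replicate 1, and 3 other arrays) and rpl-11.2 (0.20 without 4x replicate 3, and 4 other arrays), and of the UDP-glucuronosyltransferase list (0.28 without day 4 uninjured replicate 3 and 0.11 without 4x replicate 3) and ribosomal list (0.38 without day 4 uninjured replicate 3, and 2 other arrays).

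The 4x and single injuries were compared directly on day 4. catp-2, a cation-transporting ATPase gene, was 4.48 ± 0.85 after the single and 7.42 ± 0.27 after the 4x injury (2.95, SE 0.56, adjusted p = 0.0039). The arginine kinase gene argk-1 was 5.61 ± 0.78 and 7.94 ± 0.29, and clec-150, a lectin gene, 7.54 ± 0.10 and 9.73 ± 0.43. F59A7.2 (2.81) and Y41C4A.32 (2.35) were higher too. ilys-5 was lower, at 8.50 ± 0.29 against 10.55 ± 0.10 (adjusted p = 6.9e-07), as were dhs-26, C30G12.2, icmt-1 and clec-60, by between -2.43 (dhs-26) and -1.98 (clec-60). jun-1 (0.96, SE 0.15), vhp-1 (0.72, SE 0.16) and kreg-1 (0.84, SE 0.23) were higher after 4x injury, whereas ugt-8 was lower (-1.31, SE 0.35). In total 1010 probe sets were higher and 272 lower. The split was 735 and 340 after quantile normalization and turned to 654 and 2354 with each array shifted to the same median. The increases numbered 657 without day 4 injured replicate 3 and 457 without 4x replicate 3; the decreases numbered 157, 112 and 150 without day 4 injured replicates 1, 2 and 3, and 82 without 4x replicate 3. The dimmer vhp-1 probe set did not pass (0.45, adjusted p = 0.14). With 1 array left out the calls ended for F59A7.2 (0.073 without 4x replicate 3), dhs-26 (0.060 without 4x replicate 3, and 2 other arrays), icmt-1 (0.15 without day 4 injured replicate 3, and 4 other arrays), vhp-1 (0.11 without 4x replicate 3 and 0.072 without day 4 injured replicate 3), kreg-1 (0.12 without day 4 injured replicate 3, and 5 other arrays) and ugt-8 (0.13 without 4x replicate 2, and 4 other arrays).

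By gene list, muscle markers were 0.66 higher in the median after 4x than after the single injury, with 11 of 22 past the test and 15 adjusted over the list alone (list adjusted p = 4.4e-12). The JNK, p38 and AP-1 list (9 of 27 higher, 12 adjusted over the list alone), the bZIP list (8 of 27, 8, and 7 of 26, 7 with pqm-1 left out), epidermal antimicrobial peptides (3 of 18, 8), neuron markers (1 of 18, 5), the intracellular pathogen response (5 of 27, 7) and hypoxia genes (3 of 10, 3) were higher as lists, as were the study genes (10 of 15 higher and 1 lower, 12 and 1). Germline and oocyte markers were lower (4 of 28, 5 adjusted over the list alone), with a list adjusted p of 2.4e-08. Chemoreceptors (3 higher and 7 lower of 1275, 2 and 1 adjusted over the list alone), the proteasome (none of 33 past limma's test on either basis) and ribosomal proteins (2 of 75 higher, 1) had lower medians of -0.24, -0.09 and -0.12. The direction of the chemoreceptor list turned under the shift to equal medians and under the filter, and that of the ribosomal list under quantile normalization. None of these 12 list calls held with an estimated correlation, where the lowest was adjusted p = 0.061, for the JNK, p38 and AP-1 list. At the preset correlation, leaving out 1 array ended the calls of hypoxia genes (0.093 without 4x replicate 3), chemoreceptors (0.11 without 4x replicate 3, and 4 other arrays), the proteasome (0.28 without 4x replicate 3, and 2 other arrays) and ribosomal proteins (0.12 without 4x replicate 2).

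Several comparisons shared control arrays. The changes after the single and 4x injuries on day 4 correlated at r = 0.56 across all probe sets, where unchanged groups simulated against the same controls gave 0.50. Their covariance was 0.33 against a simulated 0.21. Both lists held 141 increases, against 8.71 for independent lists. With 3 control arrays the controls could not be split into parts of at least 2, so part of the excess may come from the shared arrays. Day 1 injury and 4x injury on day 4, which share no array, had 226 increases in common, against 17.5 for independent lists, including cyp-13A5, kreg-1 and K09D9.1. Of the 206 probe sets at least 2-fold higher on day 1, 149 were higher after 4x injury, with a median of 1.46.

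Age was assessed in uninjured worms. Collagen genes, which encode the cuticle, fell from day 1 to day 4, with 47 of 128 lower and 2 higher, or 52 and 6 adjusted over the list alone, and a median of -1.05 (list adjusted p = 2.4e-29, and adjusted p = 0.012 with an estimated correlation). col-159 fell from 11.96 ± 0.25 to 5.36 ± 0.73 and col-80 from 12.63 ± 0.13 to 6.64 ± 0.30, and col-129 and col-133 fell by -6.12 and -5.89. acdh-1, an acyl-CoA dehydrogenase gene, fell from 9.22 ± 0.68 to 3.76 ± 1.48. The lipase genes lips-11 (6.39, SE 0.23) and lips-13 (5.47, SE 0.63) rose, as did Y51B9A.8 (6.69), spi-2 (5.82) and the saposin-like gene spp-12 (5.06). Over all probe sets 1751 were higher and 1176 lower, 815 and 516 of them by at least 2-fold. The split turned to 885 and 2668 with each array shifted to the same median. Muscle markers fell in 14 of 22 cases, 15 adjusted over the list alone, with a median of -0.84 (list adjusted p = 3.4e-15, and adjusted p = 0.026 with an estimated correlation). Of 17 intestine markers 7 fell and 2 rose, 9 and 3 adjusted over the list alone (list adjusted p = 2.9e-05, and adjusted p = 0.049 with an estimated correlation).

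Oxidative stress genes and SKN-1 targets fell in 7 of 25 cases and rose in 3 with age, 10 and 3 adjusted over the list alone (list adjusted p = 0.0015, and adjusted p = 0.026 with an estimated correlation). The intracellular pathogen response rose in 9 of 27 genes, 13 adjusted over the list alone, with a median of 1.36 (list adjusted p = 9.3e-06, and adjusted p = 0.049 with an estimated correlation). DAF-16 targets rose in 7 of 12 and fell in 1, 8 and 1 adjusted over the list alone (list adjusted p = 0.00017, and adjusted p = 0.091 with an estimated correlation). Epidermal antimicrobial peptides rose in 8 of 18 and fell in 2 on either basis (list adjusted p = 0.010, and 0.36 with an estimated correlation). The JNK, p38 and AP-1 list (7 of 27 higher and 1 lower, 10 and 1 adjusted over the list alone), the endoplasmic reticulum unfolded protein response (2 of 16 higher, 7) and chemoreceptors (50 of 1275 higher, 14) each passed at adjusted p = 0.041 (adjusted p = 0.22, 0.22 and 0.43 with an estimated correlation). Of the 15 study genes 11 rose, 12 adjusted over the list alone (list adjusted p = 1.3e-08, and 0.049 with an estimated correlation). Several were picked for rising over the same uninjured arrays, which biases this upward. cyp-13A5 was higher on day 4 by 3.56 (SE 0.37), kreg-1 by 2.21 (SE 0.23), zip-10 by 1.76 (SE 0.16) and vhp-1 by 1.19 (SE 0.16). Whether this came from age or from handling of the day 4 worms was not tested. Day 1 injury and age share the day 1 uninjured arrays. Their changes correlated at r = 0.42 (simulated 0.50) with a covariance of 0.26 (simulated 0.21), and 185 probe sets were higher in both against 23.5 for independent lists, part of which may come from the shared arrays. Dropping 1 array ended the calls of the endoplasmic reticulum list (0.093 without day 4 uninjured replicate 3, and 4 other arrays), JNK, p38 and AP-1 list (0.072 without day 4 uninjured replicate 2, and 2 other arrays) and chemoreceptor list (0.16 without day 1 uninjured replicate 3, and 2 other arrays).

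**Figure D3:**
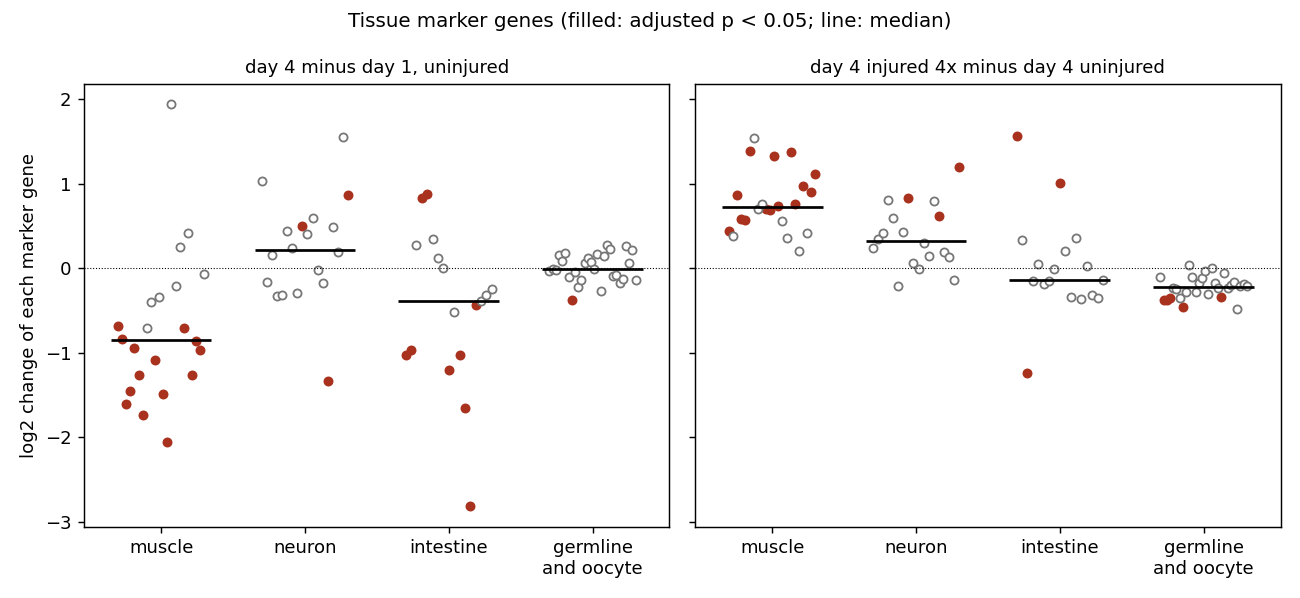
Log2 change (y axis) of each muscle, neuron, intestine and germline marker gene (x axis, by list) with age in uninjured worms (left) and after 4x injury against day 4 uninjured worms (right); filled points passed limma's test and lines mark the list median. Muscle markers had a median of -0.84 with age and 0.72 after 4x injury.

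Of the 29 lists, 7 passed in none of the 6 comparisons. Their lowest adjusted p values were 0.086 for the mitochondrial unfolded protein response, 0.37 for C-type lectins, 0.16 for osmotic stress, 0.071 for nuclear hormone receptors, 0.086 for cytochromes P450, 0.25 for intraflagellar transport and cilia, and 0.31 for dopaminergic neuron markers. In 25 list results the median and the test differed in sign, none of them past the threshold. The methods' t-test was run on the deposited signals, not on GC-RMA values as in the study's methods. At the study's own thresholds (an unadjusted p of at most 0.05 and at least 2-fold), it gave 501 higher and 128 lower probe sets on day 1 and 224 and 410 on day 4. It gave 807 and 633 after 4x injury and 1244 and 621 with age. After Benjamini-Hochberg adjustment these became 1 and 0, 0 and 0, 129 and 17, and 402 and 369. Of the 501, 126 were also over 2-fold higher on day 4, whatever their p, and 95 passed both thresholds there.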

Values the study reported

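The study reported 437 genes raised and 113 genes lowered by mechanical stress against uninjured worms of the same age. Of the 437, it counted 159 that were over 2-fold higher on both days. It stated that vhp-1 transcript was 2.6-fold higher by quantitative PCR at 1 h after injury.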

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

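Among the tests in this part, those on the choice of probe sets, on scaling, on the uninjured level and on regroupings with the mean injury change taken out were chosen after the result was seen; the other regrouping of arrays was planned.

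The interaction test singled out 10 probe sets and 4 gene lists whose injury change differed between day 1 and day 4. For cyp-13A5 (-3.86), C37C3.10 (-3.37), cnc-7 (-2.58), Y47H10A.5 (-2.24), clc-12 (-1.87) and nlp-31 (-1.68) the day 4 change was smaller, and each was positive on both days. F08G2.5 (-4.70), F15E6.3 (-2.23) and Y58A7A.5 (-1.73), which were chosen after their values were seen, differed in the same way. F08G2.5 was at -0.09 in day 1 uninjured worms, near the floor, and cyp-13A5 at 1.66, within background, so the sizes of their changes are uncertain. With an offset of 16 the difference for cyp-13A5 was -1.78 and did not pass (adjusted p = 0.17). A probe set without a single gene symbol (-1.59), also chosen after its values were seen, changed by 0.38 on day 1 and -1.22 on day 4. The lists had median differences of -0.44 for epidermal antimicrobial peptides (list adjusted p = 0.0037, and 0.38 with an estimated correlation), -0.56 for collagens (0.00047 and 0.38), -0.66 for sperm markers (0.011 and 0.38) and -0.58 for the genes the study discusses (3.0e-08 and 0.28). Several of the last were picked for their rise in these samples, and a choice on the day 1 change would by itself give a smaller day 4 change. No collagen and no sperm marker passed limma's test alone, and all probe sets with a mean of at most 4 had a median difference of -0.50. Of 100 of the 200 possible regroupings, 8, the real one included, called at least 10 probe sets, and the highest other count, 459, came from the one that exchanged the day 4 labels and kept those of day 1. Such regroupings carry the injury change itself into the interaction, a structure of the samples, so they say nothing about chance. With the mean of the 2 injury changes taken out of the injured arrays, the real grouping called 6 probe sets and the highest of the 99 others 1. This argues against chance for the 6, within the limits that this mean came from these arrays and no offset was used.

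The first pattern weighed is the smaller day 4 change of the 206 probe sets at least 2-fold higher on day 1. Choosing them on the day 1 arrays does not account for all of it, since on held-out day 1 arrays the median still exceeded the day 4 median by 0.30 or more in 9 choices. The gap depends on the choice, however: for probe sets chosen on day 4 the day 1 median exceeded the held-out day 4 median by only 0.03 to 0.63. Under both scalings the gap was at least 0.57, against a spread of 0.09 between pairs of day 4 arrays. That gap was measured on the arrays used to choose the probe sets, and the spread leaves out the day 1 arrays. Scaling and the held-out choice were not tested together, so whether both jointly account for the gap is not decided. The gap went with a higher starting level in day 4 uninjured worms. There these probe sets lay 1.1 above the held-out day 1 uninjured array in the median, and injured worms differed by 0.34. For each probe set the gap is the uninjured difference minus the injured one. These values therefore restate the gap and are no separate support for the starting level as its explanation. Whether that higher level is biological, from age, or from handling of the day 4 worms stays open and was not tested.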

How the results depend on the processing

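Of 174 list results, 55 passed the test. Of these, 16 held under every alternative run and 35 under every alternative but the estimated correlation. For the 233 results of named genes no alternative turned a called direction. The calls lost ran from 0 (1 probe set per gene, and the filter on dim probe sets, which left out some genes) to 49 (the variance prior without a trend), and 53 were lost without at least 1 of the 15 arrays. Signal over background is 1 limit: 60.6% of probe sets had a mean of at most 6, where the simulated test recovered 12% of 2-fold and 28% of 4-fold changes. Leaving out arrays and fitting only the groups compared reduce the arrays behind the spread, and the filter changes the genes tested. For the other changes below the cause was not tested. Values in brackets are adjusted p values of lists.

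Quantile normalization gave probe set counts of 5 lower in the age by injury interaction. It also moved the median day 4 change to 1.06. It no longer called the sperm markers (0.0932) after day 1 injury, the heat shock list (0.0943) and the bZIP transcription factors (0.0665) after day 4 injury, the lysozyme, saposin and infection response list (0.0869), the hypoxia response (0.402), the UDP-glucuronosyltransferases (0.230) and the chemoreceptors (0.220) after 4x injury, the hypoxia response (0.220), the chemoreceptors (0.303) and the proteasome (0.289) between the 4x and single injuries, the chemoreceptors (0.350) with age and the sperm markers (0.0622) in the age by injury interaction. It brought in calls of the proteasome (0.0289) after day 4 injury, the ribosomal proteins (0.0447) with age and the heavy metal response (0.0458) and the bZIP transcription factors (0.0458) in the age by injury interaction. It turned the direction of the ribosomal proteins (0.230) after 4x injury and the ribosomal proteins (0.230) between the 4x and single injuries. Shifting each array to the same median gave probe set counts of 23 lower after day 1 injury, 340 higher after day 4 injury, 159 higher by at least 2-fold after day 4 injury, 19 lower after day 4 injury, 654 higher between the 4x and single injuries, 2354 lower between the 4x and single injuries, 885 higher with age, 2668 lower with age and 2 lower in the age by injury interaction. It also moved the median day 4 change to 1.16. It brought the correlation of the day 1 and day 4 changes to 0.48. It took away the calls of the DAF-16 targets (0.0805) after day 1 injury, the hypoxia response (0.0519) after 4x injury, the hypoxia response (0.0571) between the 4x and single injuries and the endoplasmic reticulum unfolded protein response (0.712) and the JNK, p38 and AP-1 list (0.103) with age. It newly called the nuclear hormone receptors (0.0189), the cytochromes P450 (0.0263), the UDP-glucuronosyltransferases (0.0421), the chemoreceptors (0.00448), the proteasome (0.00448) and the germline and oocyte markers (0.0191) after day 1 injury, the chemoreceptors (1.55e-06), the ribosomal proteins (0.000944), the germline and oocyte markers (0.000715) and the sperm markers (0.0177) after day 4 injury, the mitochondrial unfolded protein response (0.0208), the nuclear hormone receptors (0.00607) and the collagens (0.00767) between the 4x and single injuries, the nuclear hormone receptors (0.0259), the intraflagellar transport and cilia list (0.0376), the proteasome (1.87e-06), the germline and oocyte markers (0.00163) and the sperm markers (0.0180) with age and the mitochondrial unfolded protein response (0.0339), the C-type lectins (0.0134), the nuclear hormone receptors (0.00190), the cytochromes P450 (0.0372), the chemoreceptors (1.44e-08), the proteasome (0.00066), the ribosomal proteins (0.00331) and the germline and oocyte markers (2.3e-05) in the age by injury interaction. It turned the direction of the chemoreceptors (0.621) between the 4x and single injuries. The filter on dim probe sets gave probe set counts of 434 lower between the 4x and single injuries. It took the correlation of the day 1 and day 4 changes to 0.72. It ended the list calls of the heat shock list (0.122), the bZIP transcription factors (0.0568) and the muscle markers (0.199) after day 4 injury, the hypoxia response (0.213) and the UDP-glucuronosyltransferases (0.394) after 4x injury, the hypoxia response (0.0793) and the proteasome (0.0793) between the 4x and single injuries and the chemoreceptors (0.337) with age. It added the list calls of the intracellular pathogen response (0.0204), the nuclear hormone receptors (0.00154), the cytochromes P450 (0.0204), the chemoreceptors (6.35e-07) and the ribosomal proteins (0.0204) after day 1 injury, the chemoreceptors (5.32e-05) after day 4 injury, the cytochromes P450 (0.0163) after 4x injury, the cytochromes P450 (0.0186) and the collagens (2.49e-05) between the 4x and single injuries, the C-type lectins (0.0258), the UDP-glucuronosyltransferases (0.0258) and the ribosomal proteins (0.0258) with age and the bZIP transcription factors (0.0295), the nuclear hormone receptors (0.0111), the chemoreceptors (0.0155) and the ribosomal proteins (0.00261) in the age by injury interaction. It turned the direction of the chemoreceptors (0.000238) after 4x injury and the chemoreceptors (0.0115) between the 4x and single injuries. The offset of 16 gave probe set counts of 135 higher by at least 2-fold after day 1 injury, 59 lower after day 4 injury and 1 lower in the age by injury interaction. It brought the correlation of the day 1 and day 4 changes to 0.75. It no longer called the sperm markers (0.0564) after day 1 injury and the JNK, p38 and AP-1 list (0.0555) with age. It brought in calls of the ribosomal proteins (0.0438) after day 1 injury, the ribosomal proteins (0.0476) with age and the chemoreceptors (0.0283) in the age by injury interaction. The variance prior without a trend gave probe set counts of 75 higher after day 4 injury, 62 higher by at least 2-fold after day 4 injury, 301 lower after 4x injury, 644 higher between the 4x and single injuries, 86 lower between the 4x and single injuries and 1 lower in the age by injury interaction. It took the correlation of the day 1 and day 4 changes to 0.45. It took away the calls of the DAF-16 targets (0.1001) and the sperm markers (0.0590) after day 1 injury, the lysozyme, saposin and infection response list (0.0554) after 4x injury and the endoplasmic reticulum unfolded protein response (0.0749) and the JNK, p38 and AP-1 list (0.0655) with age. It newly called the nuclear hormone receptors (0.0414) between the 4x and single injuries. Array weights gave probe set counts of 410 lower between the 4x and single injuries. They ended the list calls of the DAF-16 targets (0.0521) and the sperm markers (0.0516) after day 1 injury and the hypoxia response (0.0557) after 4x injury. A fit to only the arrays of the groups compared gave probe set counts of 193 higher after day 1 injury, 13 lower after day 4 injury, 219 lower after 4x injury, 165 lower between the 4x and single injuries and 6 lower in the age by injury interaction. It also moved the median day 4 change to 1.08. It took the correlation of the day 1 and day 4 changes to 0.66. It no longer called the DAF-16 targets (0.0617) after day 1 injury and the epidermal antimicrobial peptides (0.0514) and the JNK, p38 and AP-1 list (0.0618) with age. It brought in calls of the ribosomal proteins (0.0311) after day 1 injury and the heat shock list (0.0467) after 4x injury. The methods' t-test gave probe set counts of 501 higher after day 1 injury, 501 higher by at least 2-fold after day 1 injury, 128 lower after day 1 injury, 224 higher by at least 2-fold after day 4 injury, 410 lower after day 4 injury, 807 higher after 4x injury, 593 higher between the 4x and single injuries and 621 lower with age. The methods' t-test after Benjamini-Hochberg adjustment gave probe set counts of 1 higher after day 1 injury, 0 higher by at least 2-fold after day 1 injury, 0 lower after day 1 injury, 0 higher after day 4 injury, 0 higher by at least 2-fold after day 4 injury, 0 lower after day 4 injury, 129 higher after 4x injury, 17 lower after 4x injury, 7 higher between the 4x and single injuries, 1 lower between the 4x and single injuries, 402 higher with age and 369 lower with age. Choosing the probe sets on day 4 moved the median day 4 change to 1.56. Leaving pqm-1 out of the bZIP list, an alternative chosen after the data were seen, ended the list calls of the bZIP transcription factors (0.0899) after day 4 injury.

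The labels do not say that the replicate numbers pair the samples. Of 15 pairs with the same number, the correlation of deviations from the group means ran from -0.21 to 0.42, and 7 correlated best with their own number. Between uninjured and injured worms of the same day it was 0.08 to 0.42, with the own number highest in 5 of 6, a hint from the data that leaves a pairing there open, and in the other 9 pairs the own number was highest in 2. The replicate block gave probe set counts of 1 higher in the age by injury interaction. It took the correlation of the day 1 and day 4 changes to 0.55. It took away the calls of the sperm markers (0.0523) after day 1 injury, the lysozyme, saposin and infection response list (0.0586) and the hypoxia response (0.0546) after 4x injury and the JNK, p38 and AP-1 list (0.0563) with age. It newly called the collagens (0.0393) between the 4x and single injuries. It moved no other count by over 1.5 times and changed no other list call, and it ended 3 and added 2 calls of named genes. The block tied the replicate numbers across all 5 groups. What a pairing only within the same day would change was therefore not tested.

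The estimated correlation between genes ended list calls and added none. After day 1 injury, it ended those of the heavy metal response (0.101), the DAF-16 targets (0.367), the JNK, p38 and AP-1 list (0.0678), the bZIP transcription factors (0.0525), the muscle markers (0.367) and the sperm markers (0.367). After day 4 injury, it ended those of the heat shock list (0.325), the bZIP transcription factors (0.325), the collagens (0.609) and the muscle markers (0.810). After 4x injury, it ended those of the lysozyme, saposin and infection response list (0.316), the intracellular pathogen response (0.259), the hypoxia response (0.259), the UDP-glucuronosyltransferases (0.316), the chemoreceptors (0.259), the proteasome (0.334), the ribosomal proteins (0.653) and the germline and oocyte markers (0.178). Between the 4x and single injuries, it ended those of the epidermal antimicrobial peptides (0.177), the intracellular pathogen response (0.209), the hypoxia response (0.177), the JNK, p38 and AP-1 list (0.0608), the bZIP transcription factors (0.0761), the chemoreceptors (0.460), the proteasome (0.460), the ribosomal proteins (0.644), the neuron markers (0.0761), the muscle markers (0.0752), the germline and oocyte markers (0.0819) and the genes named in the study text (0.109). With age, it ended those of the endoplasmic reticulum unfolded protein response (0.222), the epidermal antimicrobial peptides (0.362), the DAF-16 targets (0.0913), the JNK, p38 and AP-1 list (0.222) and the chemoreceptors (0.430). In the age by injury interaction, it ended those of the epidermal antimicrobial peptides (0.384), the collagens (0.384), the sperm markers (0.384) and the genes named in the study text (0.282).

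Without 1 array at a time, probe set counts ran from 7 to 28 lower after day 1 injury, from 98 to 159 higher after day 4 injury, from 16 to 42 lower after day 4 injury, from 826 to 1312 higher after 4x injury, from 204 to 580 lower after 4x injury, from 457 to 1038 higher between the 4x and single injuries, from 82 to 294 lower between the 4x and single injuries, from 0 to 2 higher in the age by injury interaction and from 2 to 28 lower in the age by injury interaction. The same omissions moved the median day 4 change from 0.84 to 1.01 and the correlation of the day 1 and day 4 changes from 0.33 to 0.58. After day 1 injury, the calls that changed were those of the heat shock list (0.00694 to 0.303), the DAF-16 targets (0.000137 to 0.354), the cytochromes P450 (0.00694 to 0.538), the UDP-glucuronosyltransferases (0.0141 to 0.367), the ribosomal proteins (0.000153 to 0.680), the muscle markers (0.00035 to 0.188) and the sperm markers (0.0256 to 0.234). After day 4 injury, the calls that changed were those of the heat shock list (0.00658 to 0.167), the bZIP transcription factors (0.00463 to 0.142), the muscle markers (0.00515 to 0.187) and the sperm markers (0.0336 to 0.785). After 4x injury, the calls that changed were those of the heat shock list (0.0287 to 0.204), the lysozyme, saposin and infection response list (0.0287 to 0.193), the hypoxia response (0.0236 to 0.167), the UDP-glucuronosyltransferases (0.0146 to 0.278) and the ribosomal proteins (1.22e-07 to 0.376). Between the 4x and single injuries, the calls that changed were those of the mitochondrial unfolded protein response (0.0489 to 0.184), the hypoxia response (0.0110 to 0.0930), the nuclear hormone receptors (0.0434 to 0.150), the collagens (0.0258 to 0.248), the chemoreceptors (0.0314 to 0.106), the proteasome (0.000832 to 0.277) and the ribosomal proteins (8.61e-09 to 0.121). With age, the calls that changed were those of the endoplasmic reticulum unfolded protein response (0.0295 to 0.0928), the JNK, p38 and AP-1 list (0.0252 to 0.0716), the UDP-glucuronosyltransferases (0.0342 to 0.282), the chemoreceptors (0.0121 to 0.156) and the ribosomal proteins (0.00240 to 0.721). In the age by injury interaction, the calls that changed were those of the heavy metal response (0.0242 to 0.328), the bZIP transcription factors (0.0244 to 0.393), the chemoreceptors (0.0220 to 0.301), the ribosomal proteins (0.00224 to 0.758) and the sperm markers (0.00036 to 0.116).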

Other observations

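Of the tests reported in this part, that on the age of the 4x worms and the regroupings of arrays for the limma counts were planned before their results were seen. The tests on germline RNA, scaling and dim probe sets were chosen afterwards.

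Some lists that did not pass after 4x injury on day 4 held members past limma's test. For scale, 1300 of all 22548 probe sets were higher. Of 254 nuclear hormone receptor genes 14 rose and 1 fell (list adjusted p = 0.26). nhr-3 rose from 6.50 ± 0.10 to 8.61 ± 0.15 and nhr-6 from 5.62 ± 0.45 to 7.76 ± 0.27 (n = 3 each), although the other nhr-6 probe set did not pass (1.53, adjusted p = 0.16). Of 73 cytochrome P450 genes 7 rose and 2 fell, with cyp-33C8 at 1.76 (SE 0.19), cyp-14A5 at 1.34 (SE 0.18) and cyp-13A5 at 3.30 (SE 0.37). Of 220 C-type lectin genes 13 rose, such as clec-150 (1.73) and clec-174 (1.29), and 6 fell. The chaperone genes hsp-70 (1.84, SE 0.33), hsp-16.41 (1.02, SE 0.21) and hsp-16.2 (0.83, SE 0.23) rose out of 9 heat shock genes measured singly (list adjusted p = 0.076), but the call of hsp-16.2 ended without any 1 of 5 arrays (adjusted p = 0.21 without 4x replicate 3, 0.11, 0.054 and 0.083 without day 4 uninjured replicates 1, 2 and 3, and 0.064 without 4x replicate 2), whereas the mitochondrial chaperone gene hsp-60 fell from 9.78 ± 0.12 to 8.98 ± 0.20.

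On day 1, single members of families that did not pass as lists rose as well. These included hsp-70 (1.40, SE 0.33), xbp-1, a transcription factor gene of the unfolded protein response (0.47, SE 0.08), the ubiquitin ligase component gene skr-5 (1.32, SE 0.25) and ugt-44 (0.76, SE 0.12). The hsp-70 call ended without any 1 of 7 arrays, 4 of them of the groups compared (adjusted p = 0.23 and 0.096 without day 1 uninjured replicates 1 and 2, 0.19 and 0.21 without day 1 injured replicates 1 and 3) and 3 of other groups (0.054 without day 4 injured replicate 1 or 2, and 0.056 without 4x replicate 1). The other xbp-1 probe set did not pass (0.38, adjusted p = 0.21), and skr-5, which rose from a level within background, did not pass with an offset of 16 (adjusted p = 0.051). Of 254 nuclear hormone receptor genes 9 rose, led by nhr-137 (1.85, SE 0.24), nhr-63 (1.79, SE 0.29) and nhr-55 (1.37, SE 0.24), and none fell. The P450 genes cyp-32A1 (1.83, SE 0.24) and cyp-33C8 (1.12, SE 0.19) rose.

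The second pattern weighed is the rise of muscle markers after 4x injury, of which 11 were also lower with age, in a comparison that shares the day 4 uninjured arrays. For a lower share of germline RNA, intestine markers served as the gauge. They had a median of -0.14 and muscle markers exceeded them by 0.87, against a spread of 0.26 between pairs of arrays. Single intestine markers went both ways (act-5 1.56, ifb-2 1.01, cpr-1 -1.24). Their median may thus reflect more than tissue share, and the test does not exclude a lower germline share. Worms younger in effect in the 4x group are argued against: between 4x and single injury, 504 probe sets at least 2-fold lower with age rose by 0.28 in the median, below the 0.66 of the muscle markers by more than the spread of 0.13, and those higher with age rose by 0.32. Scaling left a median of at least 0.70 against a spread of 0.17. A muscle response to repeated injury or a change in tissue make-up other than germline loss may account for it. So may the 4x handling or a technical difference. None of these was tested.

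The third pattern is the excess of decreases at the study's thresholds on day 4, 410 against 224 increases by the methods' t-test. It concerns the deposited signals, not the GC-RMA values that the study's methods describe, so it does not speak to the study's own lists. Background in dim probe sets is consistent with it, since 99.02% of the 410 had a mean of at most 6, against 60.6% of all probe sets and 64.7% of the 224. Probe sets with a mean of at most 4 had a median day 4 change of -0.34, where those above 6 had -0.01. Whether the dim probe sets moved through scaling, background or a true loss of rare transcripts stays open.

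The 6 arrays of a comparison of 2 groups give 10 splits, too few for a share under 0.05. By limma the real split called 317 probe sets on day 1 and 180 on day 4, where the highest other split called 1 in each. After 4x injury the numbers were 1855 and 2, for 4x against single injury 1282 and 0, and for age 2927 and 0. In each of the 5, the real split was the 1 split with as many. At the thresholds of the methods' t-test the real and highest other splits gave 629 and 525 probe sets on day 1, 634 and 440 on day 4, 1440 and 548 after 4x injury, 861 and 421 for 4x against single injury, and 1865 and 501 for age.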
